A study of Paralichthys olivaceus with 6 samples. Its data were reported in "The integrated analysis of RNA-seq and microRNA-seq depicts miRNA-mRNA networks involved in Japanese flounder (Paralichthys olivaceus) albinism" (2017).

How the data were processed

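Small RNA was sequenced from skin of the ocular side (the eyed, normally pigmented side) of Japanese flounder aged 5 months, with 1 library from each of 3 wild type and 3 albino fish of a full-sib family. Per the labels, total RNA was extracted with Trizol, small RNA libraries were made with a TruSeq kit, and single-end reads were sequenced on an Illumina HiSeq. The authors removed adapters, reads outside a length window around that of miRNAs, low-complexity reads, other non-coding RNA families, mRNA and repeats with the ACGT101-miR program, whose version is not given in the sources used here. The remaining reads were matched to miRBase precursors with length variation at both ends and a mismatch allowed, and then to draft scaffolds of the flounder genome. The build of those scaffolds is not given in the sources used here, so positions are printed as the deposited table gives them.

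The deposited table holds 1161 rows, each a mature sequence at a precursor locus, over 984 sequences. Of these sequences, 815 carry the name of a miRBase miRNA and 169 are candidate new miRNAs (names that begin with PC). A name such as dre-miR-204-5p_L+1 gives the species prefix of the miRBase match, the miRNA and its arm, and then how the sequence differs from that match (L for the 5' end, R for the 3' end, ss for a substitution). For each library the authors deposited estimated counts, the reads per entry, and these expected counts need not be whole. The sources used here do not state how reads of a sequence found at several loci or under several names were handled, and equal division over its rows was inferred from the values. They also deposited a normalized signal per entry, which within each library was the count multiplied by 1 constant factor. Of the sequences, 163 stood on more than 1 row, at most 5, and all 163 held identical values on their rows. Rows of 1 sequence were therefore summed, which raised the share of whole values in those sequences from 49.8% to 91.2%, with a tolerance of 1e-06, close to the 92.1% of sequences with a single row. The sums were rounded to whole numbers before the count tests. The tests had been planned for read counts, and the same count test was kept. In the copy of the table that was used, 24 lines were emptied, and what they held was not analysed here.

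The total of the table per library ran from 2764830 to 5383595 reads. A share of 0 in a library allows up to 3 reads, which is 0.000109% of the smallest library and 5.57e-05% of the largest. Intervals for shares are Wilson intervals and those for read numbers are exact Poisson intervals, both at 95%. They cover counting error only, because reads amplified by PCR are not independent molecules.

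Groups were taken from the labels. The first library of each group was left out of the main comparison, as in the study, so 2 albino libraries (albino 2 and albino 3) were set against 2 wild type libraries (wild type 2 and wild type 3). Each library came from a separate fish. Library sizes were scaled by trimmed mean of M values (TMM), entries of low count were removed with filterByExpr, and the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 was applied with Benjamini-Hochberg adjustment and a threshold of 0.05. Every adjusted p of a single entry comes from this test unless another is named. A log2 fold change is albino minus wild type, and levels are CPM, the reads per 1000000 of the TMM-scaled library size. The thresholds of the study, a fold of at least 1.5 or at most 0.67 with an unadjusted p of at most 0.05, were counted as well, with the p of edgeR.

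For groups of miRNAs, 25 lists were fixed before the data were examined and matched on the number in the miRNA name. They were the markers of pigment cells and the neural crest, epithelium, mesenchyme, striated muscle, red blood cells, white blood cells, endothelium, neurons and glia, sensory cells (the miR-183 cluster), liver and gut, and gonad and embryo, and the miR-15/16, miR-17-92, let-7, miR-26, miR-30, miR-99/100, miR-10, miR-221/222, miR-181, miR-23/27/24, miR-29, miR-130/301, miR-101 and miR-135 families or clusters. Lists with at least 3 tested entries were tested with camera of limma 3.58.1 at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. An estimated correlation and fry were the other set tests. The miRNAs named were chosen by a rule fixed before the data were examined. It took the 5 entries of smallest p in each direction if fewer than 5 entries passed, the 5 most abundant entries, the 2 most abundant tested entries of each list, each tested entry of miR-204, miR-211, miR-137 and miR-25, and the 3 most abundant entries in each direction of the list that the study published. Entries named outside this rule are said to be chosen after their values were seen.

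The alternatives fixed in advance were DESeq2 size factors, table totals as library sizes, no filter, a mean normalized value of at least 10, all 6 libraries, each library left out in turn, entries summed per miRNA, the DESeq2 1.42.0 Wald test, limma trend on the deposited normalized values with a pseudocount of 1 or 10, and the replicate number as a block. After the data were seen, 5 more were added: rows not summed, 5 libraries without albino 1, voom with sample quality weights over 6 libraries, TMM factors made without muscle entries, and the total clean reads of each library from the study as library sizes. The deposited table was read with Python 3.11.15 and pandas 2.3.3. The edgeR test was tested on simulated data for the 431 entries, with 200 of them changed and 10 simulations. It called 3% of entries changed by 1.5-fold, 16.4% at 2-fold, 70.4% at 4-fold and 95.2% at 8-fold, and 0.693% of unchanged entries. With 20 entries changed it called 0% at 1.5-fold and 2-fold, 38% at 4-fold and 90% at 8-fold. A simulated log2 shift of 1 in the miR-26 list passed camera in 9 of 10 simulations. Entries were drawn independently in these simulations. In the data the estimated correlation was 0.051 for miR-26, but 0.863 for miR-99/100 and 0.869 for miR-221/222. The simulation therefore does not give the power of camera for such lists. The reference annotation supplied was of another assembly and was not used here.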

Results

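Mature miRNAs were counted in ocular-side skin of Japanese flounder, a flatfish in which albino fish lack pigment on the side that is normally dark. The deposited table covered 3 wild type and 3 albino fish. Its totals were 2764830, 3233753 and 4799125 reads in wild type 1, 2 and 3, and 5383595, 3264508 and 4491473 reads in albino 1, 2 and 3. Reads were concentrated in few sequences, as the 5 most abundant sequences of a library held from 40.6% to 57.3% of its reads. The series asks which miRNAs differ between pigmented and albino skin.

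Both arms of miR-204, a miRNA best known from the pigmented epithelium of the retina, fell in albino skin. The 5p entry dre-miR-204-5p was at 13070 ± 373 CPM (reads per 1000000 of the TMM-scaled library size) in wild type and 1959 ± 387 in albino libraries (SD, n = 2 each). The 3p entry tni-mir-204a-p3 was at 205.3 ± 17.5 CPM in wild type and 29.5 ± 13.3 in albino libraries (SD, n = 2 each). In both entries the 2 albino values lay below the 2 wild type values. Their log2 fold changes were -2.74 (SE 0.42) and -2.81 (SE 0.48), with adjusted p of 0.0378 and 0.0416 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The other 5p entries of miR-204 had log2 fold changes of -2.31 for dre-miR-204-5p_L+1, -2.19 for dre-miR-204-5p_R+2 and -1.80 for oan-miR-204-5p_L+3, with adjusted p of 0.0578, 0.0943 and 0.181 in the same edgeR test. The deposited table placed tni-mir-204a-p3 at a precursor on the minus strand of scaffold52.1 from 2330441 to 2330533. It placed dre-miR-204-5p on scaffold2.1 from 1829752 to 1829838, also on the minus strand, and gave identical values to a row of the same sequence named tni-miR-204a. Both calls were lost with DESeq2 size factors (adjusted p of 0.0627 and 0.0745), over all 6 libraries (0.142 and 0.107) and without albino 3 (0.268 for both), while the fold changes stayed between -3.34 and -2.11. tni-mir-204a-p3 also lost its call at a mean normalized value of at least 10 (adjusted p = 0.0531) and with the replicate number as a block. Voom with sample weights over 6 libraries, added after the data were seen, called both entries (limma adjusted p of 0.00183 for either). It gave albino 1 the lowest weight of all libraries, 0.17.

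In all 6 libraries, including those left out of the comparison, the 4 tested 5p entries of miR-204 together held 1.10%, 1.66% and 1.51% of the reads of wild type 1, 2 and 3. They held 0.449%, 0.182% and 0.153% of the reads of albino 1, 2 and 3. The Wilson 95% intervals of these shares were narrow, from 1.09% to 1.12% in wild type 1 and from 0.443% to 0.454% in albino 1, the closest libraries of the groups. Reads of tni-mir-204a-p3 per 1000000 table reads were 161, 236 and 252 in wild type 1, 2 and 3, and 11.5, 30.9 and 17.8 in albino 1, 2 and 3. A two-sided exact permutation test of the 3 against 3 shares gave p = 0.1 for either arm, which is the smallest p this design allows.

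**Figure D1:**
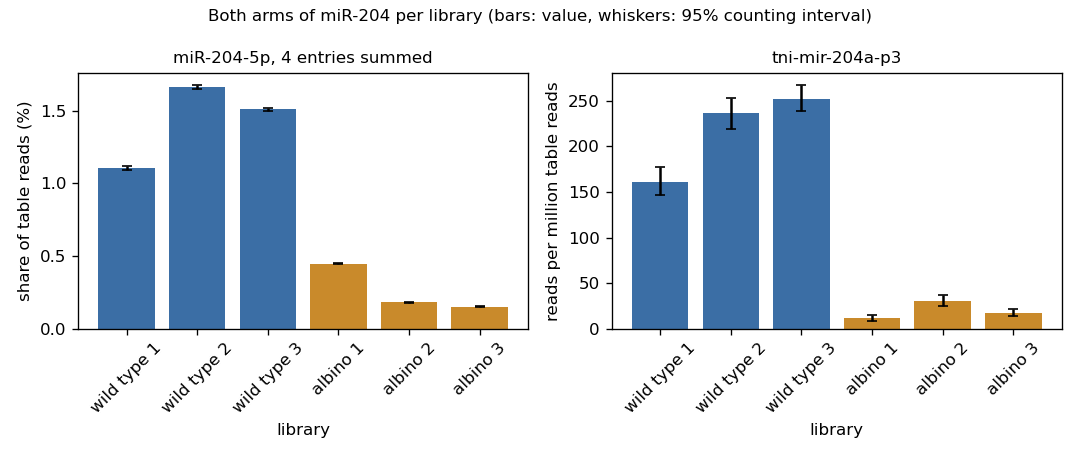
Share of table reads in the 4 tested miR-204-5p entries (left, percent) and reads of tni-mir-204a-p3 per 1000000 table reads (right) in each of the 6 libraries, with 95% counting intervals as whiskers (Wilson on the left, exact Poisson on the right). The 3 wild type libraries sit between 1.10% and 1.66% and the 3 albino libraries between 0.153% and 0.449% on the left.

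Apart from miR-204, no entry passed the adjusted threshold. Of 431 entries tested, 0 were called higher and 2 lower by edgeR, while 41 were higher and 46 lower at an unadjusted p under 0.05, against 21.6 expected by chance. DESeq2 called 8 higher and 7 lower, and limma trend called 0 higher and 3 lower. The albino values of 55.7% of entries lay all above or all below the wild type values, where chance gives 33.3%. Entries of 1 library vary together, so an excess over 33.3%, or over the 21.6 above, is not by itself a sign of an albino effect. Over all 6 libraries, 5 of 10 splits, with the real split among them, gave as many entries past the thresholds of the study as the real split. miR-129, a miRNA best known from brain, took 3 of the 5 places of smallest p among entries with a positive fold change. dre-miR-129-1-3p_L-1R+2 was at 35.7 ± 0.383 CPM in wild type and 139 ± 22.5 in albino libraries (SD, n = 2 each), a log2 fold change of 1.96. dre-miR-129-5p_R-1 and pma-miR-129a-3p_R+1_1ss20CT had log2 fold changes of 1.75 and 2.43. DESeq2 called all 3 (adjusted p of 0.00222, 0.0206 and 0.0218), as did edgeR with no filter and without albino 2, but albino 1 was below every wild type library for dre-miR-129-1-3p_L-1R+2 (15.5 CPM against 36.9 to 74.9, scaled over all 6 libraries), and its log2 fold change over all 6 libraries was 1.04. The remaining entries of this group were PC-3p-62942_15 (2.65) and ola-miR-99_R-1 (1.47), and the adjusted p of these 5 ran from 0.0861 to 0.171 in edgeR. In the other direction, tni-miR-137_R-1, of a miRNA that targets the pigment cell factor MITF in mammals, was at 17.3 ± 0.907 CPM in wild type and 3.49 ± 0.0402 in albino libraries (SD, n = 2 each), a log2 fold change of -2.30 that did not pass (adjusted p = 0.0943). It was called by DESeq2 (adjusted p = 0.0368), and by edgeR with table totals (0.0311), with no filter (0.0174) and without wild type 2 (0.0476). Scaled over all 6 libraries, its level in albino 1 was 13.5 CPM, inside the 11.1 to 18.7 of the 3 wild type libraries, and its log2 fold change was -1.15.

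Counts of calls depended on single libraries: without wild type 2, 6 entries were called higher and 10 lower, without albino 2 these were 9 and 5, and without albino 3 they were 0 and 0. At the thresholds of the study, 41 entries were higher and 46 lower, and with table totals in place of TMM 9 were higher and 108 lower, a scaling that moved the median log2 fold change of all entries by -0.49. With the clean read totals of the study these were 10 and 107, with a shift of -0.47.

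None of the 5 most abundant miRNAs passed the test on the 4 libraries, and dre-miR-133a-3p_L-1R+1 was called without albino 2 (edgeR adjusted p = 0.0357). The albino values of 4 of them lay above the wild type values, and those of pol-let-7a-5p_1ss19GA overlapped with them. pol-miR-199a-5p_R+1, of a miRNA of fibroblasts and other mesenchyme, was at 88315 ± 16399 CPM in wild type and 197884 ± 36317 in albino libraries (SD, n = 2 each), a log2 fold change of 1.16 (adjusted p = 0.181 in edgeR). The log2 fold change was 1.06 for dre-miR-133a-3p_L-1R+1, a muscle miRNA, 0.96 for tni-miR-205, an epithelial miRNA, and 0.67 for pol-let-7a-5p_1ss19GA. For dre-miR-100-5p it was 0.39, and it turned negative with table totals (-0.10) and with clean read totals (-0.065). The adjusted p of these 4 ran from 0.216 to 0.514 in edgeR.

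None of the 22 lists tested passed camera (smallest adjusted p = 0.257, and 0.915 with an estimated correlation), and fry also passed 0 lists (smallest adjusted p = 0.160). Before adjustment, camera gave 2 lists a p under 0.05, miR-26 and miR-135. When fry was asked for change in either direction, 5 lists passed: miR-15/16 and miR-26 (adjusted p = 0.00476 for both), pigment cells (0.0115), and mesenchyme and miR-135 (0.0381 for both). That question does not set a list against the other entries. Of all 431 tested entries, 87 had an unadjusted p under 0.05 in edgeR.

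Of 30 tested entries of the pigment cell and neural crest list, 2 fell, 0 rose and 28 did not pass. The 2 that fell were the miR-204 entries above. When adjusted over the list alone, 7 entries passed, all with negative fold changes, and these were the 5 tested entries of miR-204, tni-miR-137_R-1 and dre-miR-194a_R+1. The other 25 entries of the list, without miR-204, had a median log2 fold change of 0.47. The list's median log2 fold change was 0.19 and its mean -0.44, and camera gave a direction of down (adjusted p = 0.395), so median and test differed in sign. The median also turned negative with table totals (-0.31) and with clean read totals (-0.23). It was negative without wild type 3 (-0.41), without albino 2 (-0.18) and without albino 3 (-0.11), and 0.054 without wild type 2. The most abundant entries of the list were the miR-125 entries dre-miR-125b-5p (log2 fold change 0.48) and dre-miR-125a (0.75). The log2 fold changes of dre-miR-25-3p and dre-miR-25-5p_2ss18GA19CT were 0.83 and 0.25. No entry named miR-211 had enough reads to be tested. The untested hsa-miR-211-3p nearly matched tni-mir-204a-p3 in sequence and was placed at an overlapping range of scaffold52.1, from 2330480 to 2330566. A miR-211 arm counted under the name tni-mir-204a-p3 is therefore not excluded.

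No marker entry of the other cell types of a skin sample passed the edgeR test, so in each of these lists 0 entries rose and 0 fell. The epithelial list (15 tested) had a median log2 fold change of -0.51 (camera adjusted p = 0.395), which was -1.03 with table totals, -1.04 with clean read totals and from -0.88 to -0.31 without each library in turn, with tni-miR-205 at 0.96 and ipu-miR-141_R+1 at -0.63. The mesenchymal list (21 tested) had a median of 0.33 (camera adjusted p = 0.395), which turned to -0.21 with table totals and -0.17 with clean read totals, and its most abundant members went apart, with pol-miR-199a-5p_R+1 at 1.16 and its opposite arm pol-miR-199a-3p_R-1 at -0.77. The muscle list (21 tested) had a median of -0.32 (camera adjusted p = 0.805), which was -0.81 with table totals and from -0.61 to 0.090 without each library in turn. The list's most abundant entries dre-miR-133a-3p_L-1R+1 and pol-miR-133-3p had log2 fold changes of 1.06 and 0.82. Muscle entries held 9.53% and 13.5% of the reads of wild type 2 and 3, and 9.54% and 21.3% of those of albino 2 and 3. The white blood cell list (9 tested) had a median of -0.13 (camera adjusted p = 0.458), with dre-miR-142a-5p at -1.16 and dre-miR-146a at -0.10. The endothelial list (3 tested) had a median of -0.69 (0.395), which was 0.045 over all 6 libraries, with ipu-miR-126a at -0.69 and ipu-miR-126b at -0.79. The list of neurons and glia (13 tested) had a median of 0.00 (0.743), which was -0.54 with table totals and -0.53 with clean read totals, with tni-miR-128_R-1 at 0.29 and fru-miR-7_R+3 at -0.16. The miR-183 cluster of sensory cells (3 tested) had a median of -0.63 (0.395), which was 0.68 over all 6 libraries, with ipu-miR-96 at -1.11 and ola-miR-183-5p_L+1R+3 at 0.14. Its entries held 0.0762% of the reads of albino 1 and 0.0276% to 0.0381% of those of the 3 wild type libraries. Too few entries were tested in the lists of red blood cells (2, median -0.70), liver and gut (2, median -3.30) and gonad and embryo (1, 0.15) for a set test.

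Among the families, miR-26 and miR-135 had the most negative medians. miR-26 had a median log2 fold change of -0.82 over 8 tested entries (camera adjusted p = 0.257), which was -0.15 over all 6 libraries, with hhi-miR-26_R+1 at -0.78 and dre-miR-26b at -0.83. Its entries held 4.23% ± 0.0311 of reads in wild type and 1.72% ± 0.251 in albino libraries (SD, n = 2 each), while albino 1, outside the comparison, held 7.95%. miR-135 had a median of -1.74 over 3 tested entries (0.257), with tni-miR-135b_R+1 at -2.37 and ola-miR-135b_R+3 at -1.74, both of which passed when adjusted over the list alone, and tni-miR-135b_R+1 was called by edgeR with table totals (adjusted p = 0.0479) and with no filter (0.0335). The miR-15/16 family (10 tested) had a median of -0.53 (0.395), with tni-miR-16_R-1 at -1.17 and tni-miR-15b_R-1_1ss21TA at 0.07, and held 1.19% ± 0.0560 of reads in wild type and 0.508% ± 0.0110 in albino libraries (SD, n = 2 each). Albino 1 held 1.07%, near the 1.08% of wild type 1, and the family's median was 0.13 without albino 2. Negative medians were also found for miR-130 and miR-301 (-0.33 over 6 entries, 0.395), miR-29 (-0.29 over 6, 0.906, with a mean of 0.06), miR-17-92 (-0.15 over 24, 0.906), miR-10 (-0.08 over 7, 0.499) and miR-23/27/24 (-0.05 over 28, 0.906, with a mean of 0.01 and a camera direction of up). Over all 6 libraries the last 4 of these medians were positive (0.41, 0.19, 0.62 and 0.14). Their most abundant entries included ola-miR-130c_R+3 (-1.07), hsa-miR-130b-5p_R+1 (0.64), ola-miR-29c_R+4 (-0.33), ola-miR-29b_R+1 (-0.25), tni-miR-92 (1.82), pol-miR-10b-5p_1ss19GT (0.24), tni-miR-10c (0.28), ipu-miR-27b (0.96) and dre-miR-23a-3p_R-1 (-0.39). Of these, tni-miR-92 was called by DESeq2 (adjusted p = 0.0449), and by edgeR with no filter (0.0175) and without wild type 2 (0.0428).

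Positive medians were found for miR-181 (0.65 over 10 entries, camera adjusted p = 0.418), miR-99/100 (0.52 over 7, 0.395) and miR-30 (0.51 over 13, 0.395), but with table totals these were 0.13, 0.051 and 0.026. The miR-99/100 median was 0.050 without wild type 2, and that of miR-30 was -0.055 without albino 3. Medians were also positive for let-7 (0.41 over 36, 0.395), miR-221 and miR-222 (0.45 over 7, 0.395) and miR-101 (0.37 over 3, 0.906), but these turned negative with table totals (-0.08, -0.07 and -0.13) and with clean read totals (-0.07, -0.06 and -0.11). Examples were oan-miR-181a-5p (0.88), mmu-miR-181b-5p (0.73), ola-mir-99-p5 (0.34), cfa-miR-30d_R-1 (0.62), mdo-miR-30c-5p_R+1 (0.17), pol-let-7b-5p (0.70), xtr-miR-222_R-1 (0.86), pol-miR-221-3p (0.24), ola-miR-101b-5p (0.37) and ipu-miR-101b_R+1_1ss10AG (-0.80). No entry of these families passed the edgeR test, and ola-miR-99_R-1 passed when adjusted over its list alone and with DESeq2 (adjusted p = 0.0354).

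**Figure D2:**
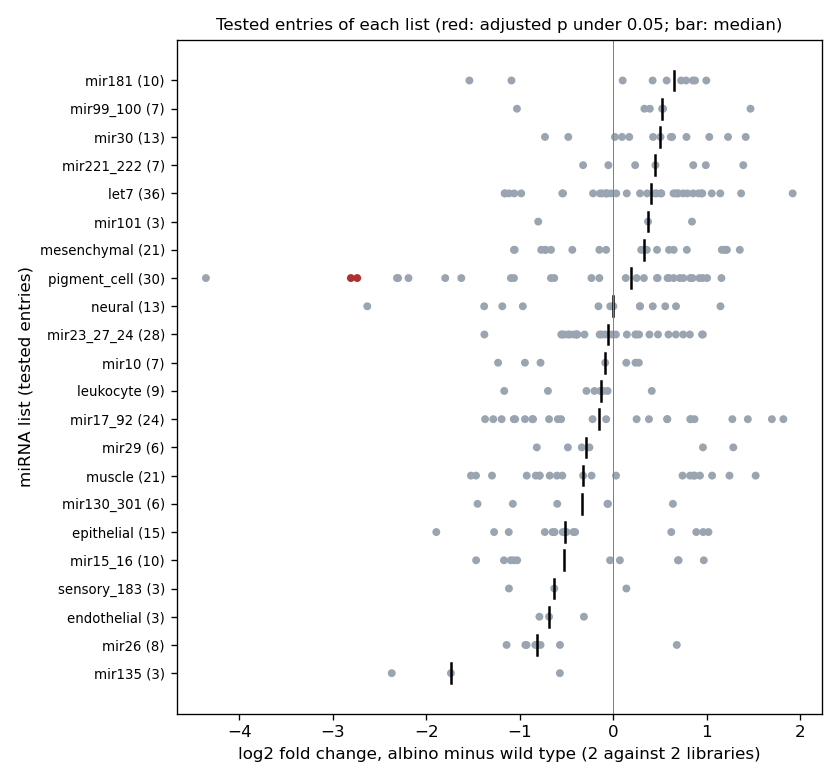
Log2 fold change, albino minus wild type, of the tested entries of each list (horizontal axis), with the number of tested entries after the name of the list (vertical axis). Each point is an entry, the black bar is the list's median, and the red points are the 2 entries with an adjusted p under 0.05, which lie in the pigment cell list.

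The study published a list of miRNAs with altered levels, chosen on these same libraries, so its direction is not independent evidence. Of 33 listed sequences (13 up and 20 down), 29 were matched by sequence in the deposited table and 28 were tested. All 28 had the listed direction, 16 passed the thresholds of the study with the p of edgeR, and 0 passed after adjustment over all entries. The edgeR count at an unadjusted p under 0.05 was also 16, DESeq2 passed 3 and limma trend passed 1. When adjusted over the list alone 6 passed, but the list was chosen by p on these libraries, so this count is not evidence for it. Over all 6 libraries 25 of 28 had the listed direction, and these include the 4 libraries on which the list was chosen. The most abundant members were pol-miR-199a-5p_R+1, tni-miR-205 and dre-miR-25-3p among those listed as up. Among those listed as down, hhi-miR-26_R+1 was the most abundant, followed by tni-miR-16_R-1, at 3153 ± 147 CPM in wild type and 1404 ± 432 in albino libraries (SD, n = 2 each), and tni-miR-15a_R-1, at 2580 ± 31.6 and 1267 ± 64.4.

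Of 52 candidate new miRNAs tested 0 passed, and of 379 named entries 2 passed (two-sided Fisher's exact test, p = 1), and 2 calls are too few to tell whether the classes differ. At the thresholds of the study these were 8 of 52 (15.4%) and 79 of 379 (20.8%, Fisher's exact p = 0.462).

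Albino 1 stood apart from the other libraries in its miRNA composition. Across entries, the log2 of its deposited normalized values correlated with those of the other libraries at Pearson r from 0.944 to 0.968, and the other pairs of libraries at 0.962 to 0.981. Entries are not independent replicates, so no test was made. On linear values its correlations were 0.637 to 0.816, against 0.873 to 0.969 for the other pairs. White blood cell miRNAs held 2.94% of its reads (Wilson 95% interval 2.92% to 2.95%) and from 0.381% to 0.877% in the other 5 libraries. The miR-10 family held 10.7% of its reads (10.67% to 10.73%) and from 1.22% to 3.33% in the others, and let-7 held 7.71% (7.69% to 7.73%) and from 15.4% to 23.5% in the others. With albino 1 and wild type 1 in the fit, the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 430 entries, with 17 higher and 14 lower at an unadjusted p under 0.05 (DESeq2 and limma were run on the 4 libraries only, and voom with sample weights over 6 libraries called 5 lower).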

Values the study reported

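The study reported 33 differentially expressed miRNAs between albino and normally pigmented fish, with 13 up-regulated and 20 down-regulated. It gave a fold change of 0.20 for dre-miR-204-5p_L+1, of 2.71 for pol-miR-199a-5p_R+1 and of 1.82 for tni-miR-205. The study also measured some of the listed miRNAs by qRT-PCR, dre-miR-204-5p_L+1 and pol-miR-199a-5p_R+1 among them. It reported trends like those of sequencing for all that it measured, with slight differences in fold change. For the first albino library it reported correlations with the other albino libraries of R = 0.648 to 0.668.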

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

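The test of a wrong label and the search for entries far above wild type were chosen after the result was seen, and the tests of depth, muscle RNA, and GC content or length were not. Albino 1 was looked at because it was outside the main comparison. It held 4 entries with at least 10 reads per 1000000 table reads and more than 4 times the level of the highest wild type library. These were fru-miR-24-5p_L-1 (314 reads per 1000000, 65.9 in the highest wild type library), pol-miR-21-3p_R-1_1ss14AT (163 and 27.8), hsa-let-7i-3p (36.0 and 8.97) and PC-5p-26236_87 (20.8 and 3.40). They were chosen after their values were seen. By the same measure albino 2 held 0 such entries and albino 3 held 1.

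The mean log2 correlation of albino 1 with the other albino libraries lay 0.0625 below the correlation of albino 2 with albino 3, over the 432 entries with a mean normalized value of at least 10. This gap was taken on the log2 of reads per 1000000 table reads plus 1, and not on the deposited normalized values. The gap was 0.0623 after all libraries were thinned to the lowest total and 0.0659 without muscle entries, which argues against depth and muscle RNA as the cause. It was 0.0423 after a trend on GC content and length was removed from each library, so such a trend could account for part of the gap but not the whole of it. A wild type sample under an albino label cannot be told apart, because albino 1 correlated with either group less than its members did with each other. In albino 1 tni-mir-204a-p3 was at 7.14% of the lowest wild type library. Across entries the log2 normalized values of albino 1 correlated more with wild type 1, 2 and 3 (Pearson r of 0.957, 0.968 and 0.961) than with albino 2 and 3 (0.945 and 0.944). Pairs of wild type libraries correlated at 0.977 to 0.981, and albino 2 and 3 with wild type at 0.962 to 0.971. The correlations of albino 1 therefore do not point to a wild type sample by themselves. Other RNA in the sample, a different piece of skin, and a difference between the fish stay open and were not tested.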

How the results depend on the processing

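The alternatives with rows not summed, 5 libraries, sample weights, TMM without muscle entries and clean read totals were chosen after the data were seen, and the rest before. The fold changes of dre-miR-204-5p (-3.25 to -2.11) and tni-mir-204a-p3 (-3.34 to -2.42) were negative under every alternative. Their edgeR, DESeq2 or limma adjusted p ran from 2.08e-07 to 0.268 and from 2.99e-06 to 0.268. Of other named entries and alternatives, 42 values came past the threshold. Where a library was left out, the lone library of a group was assumed to vary like the others. Fewer tested entries or libraries change the adjustment by construction, and otherwise the cause was not tested. Depth limits entries of few reads most.

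Calls of higher and lower entries were 0 and 0 with DESeq2 size factors, 0 and 7 with table totals, 7 and 12 with no filter, 0 and 1 at a mean of at least 10, 0 and 0 over all 6 libraries, 8 and 7 with the DESeq2 Wald test and 0 and 5 with sample weights over 6 libraries. Leaving out each library gave 0 to 9 higher and 0 to 10 lower. At the thresholds of the study, 9 were higher and 108 lower with table totals, 10 and 107 with clean read totals, 17 and 14 over all 6 libraries, 41 and 80 with no filter, 25 and 38 with entries summed per miRNA, and 17 to 44 and 30 to 40 without each library in turn. Lists passing camera were 2 over all 6 libraries (miR-99/100 up, miR-135 down), 2 with no filter (liver and gut, miR-135, both down) and 1 with rows not summed (miR-26 down), and 0 elsewhere. Without each library in turn, list medians ran from -0.41 to 0.054 for pigment cells, -0.88 to -0.31 for epithelium, -0.19 to 0.27 for mesenchyme, -0.61 to 0.090 for muscle, -0.45 to -0.074 for white blood cells, -1.002 to -0.36 for endothelium, -0.65 to -0.026 for neurons and glia, -0.86 to -0.55 for the miR-183 cluster, -1.04 to 0.13 for miR-15/16, -0.47 to -0.016 for miR-17-92, 0.13 to 0.48 for let-7, -0.98 to -0.71 for miR-26, -0.055 to 0.75 for miR-30, 0.050 to 0.91 for miR-99/100, -0.74 to 0.16 for miR-10, -0.060 to 0.96 for miR-221 and miR-222, 0.41 to 1.04 for miR-181, -0.19 to 0.19 for miR-23/27/24, -0.64 to 0.0090 for miR-29, -0.36 to 0.073 for miR-130 and miR-301, -0.31 to 0.30 for miR-101 and -2.33 to -1.40 for miR-135. Table totals lowered every list median. Of the study's list, 3 passed with table totals, with no filter and with DESeq2, 2 with entries summed and with sample weights, 1 with clean read totals, with 5 libraries, with TMM without muscle entries and with limma at a pseudocount of 1 or 10, and 0 to 2 without each library in turn. The mean correlation of albino 1 with the other albino libraries was 0.945, and 0.876 by Spearman, 0.681 on linear values, and 0.902 by Pearson or 0.872 by Spearman at a mean of at least 10. Fisher's test of calls by class could not be made with 0 calls, as with DESeq2 size factors, over all 6 libraries and without albino 3.

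The deviations of same-numbered libraries from their group means correlated at -0.07, 0.09 and 0.25. These means include albino 1, which stood apart, so the correlations cannot decide whether the shared replicate numbers pair the libraries. With the number as a block, 0 entries were called higher and 1 lower, 75 and 63 passed the thresholds of the study, and tni-mir-204a-p3 had an adjusted p of 0.0569 in edgeR. The block changed no other call.

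Some named entries, none of them called, changed sign. Over all 6 libraries the log2 fold change was 0.41 for dre-miR-142a-5p, 1.26 for dre-miR-146a, 0.30 for dre-miR-23a-3p_R-1, 0.19 for hhi-miR-26_R+1, 0.74 for ipu-miR-101b_R+1_1ss10AG, 0.045 for ipu-miR-126a, 0.050 for ipu-miR-141_R+1, 0.73 for ipu-miR-96, 0.50 for ola-miR-29b_R+1, 0.41 for ola-miR-29c_R+4 and -0.14 for tni-miR-15b_R-1_1ss21TA. For dre-miR-146a it was 0.0089 with 5 libraries and 0.16 with sample weights, and for tni-miR-15b_R-1_1ss21TA it was -0.065 with no filter. With table totals and with clean read totals it was -0.10 and -0.065 for dre-miR-100-5p, -0.25 and -0.24 for dre-miR-25-5p_2ss18GA19CT, -0.31 and -0.28 for mdo-miR-30c-5p_R+1, -0.13 and -0.11 for ola-miR-101b-5p, -0.37 and -0.35 for ola-miR-183-5p_L+1R+3, -0.14 and -0.12 for ola-mir-99-p5, -0.31 and -0.27 for pol-miR-10b-5p_1ss19GT, -0.28 and -0.27 for pol-miR-221-3p, -0.25 and -0.24 for tni-miR-10c, -0.22 and -0.21 for tni-miR-128_R-1 and -0.42 and -0.42 for tni-miR-15b_R-1_1ss21TA. With table totals dre-miR-125b-5p was at -0.0080. Without each library in turn the range was -0.15 to 0.84 for ola-mir-99-p5, -0.012 to 0.42 for tni-miR-128_R-1, -0.078 to 0.56 for tni-miR-10c, -0.060 to 0.48 for pol-miR-221-3p, -0.78 to 0.15 for ola-miR-29b_R+1, -0.39 to 0.96 for pol-miR-10b-5p_1ss19GT, -0.13 to 0.40 for mdo-miR-30c-5p_R+1, -0.54 to 0.17 for fru-miR-7_R+3, -0.49 to 0.20 for dre-miR-146a and -0.40 to 0.49 for tni-miR-15b_R-1_1ss21TA.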

Other observations

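The tests of scaling, of the opposite arm and of the other pigment cell entries for miR-204, and of wild type reads in albino 1, were chosen after the result was seen, and the tests of GC content and length, of the arm balance and of other splits were not. Outside the rule for named miRNAs, 2 entries of the liver and gut list are described here after their values were seen. pol-miR-122-5p_R+1, of the most abundant miRNA of vertebrate liver, was at 64.2 ± 40.7 CPM in wild type and 13.7 ± 1.90 in albino libraries (SD, n = 2 each). Its log2 fold change was -2.24 and its edgeR adjusted p with Benjamini-Hochberg adjustment was 0.0943. It was called by DESeq2 (adjusted p = 0.0171), and by edgeR with table totals (0.0289), with no filter (0.00153), without wild type 2 (0.000415) and without albino 2 (0.0119). dre-miR-194a_R+1, of a miRNA of liver and gut, had 120, 10 and 59 reads in wild type 1, 2 and 3, and 0, 0 and 2 reads in albino 1, 2 and 3. Its edgeR adjusted p with Benjamini-Hochberg adjustment was 0.123, and over 6 libraries 0.107. It was called with no filter (edgeR adjusted p = 0.000316), without wild type 2 (0.00123) and by voom with sample weights over 6 libraries (0.0212).

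The lower level of miR-204 in albino libraries is the pattern with most support here. Over 4 other scalings the log2 fold change of dre-miR-204-5p was at most -2.71. The largest shift these made in the median of all entries was -0.49, which argues against scaling. The 275 tested entries of like GC content and length had a median of 0.24. They are most of the 431 tested entries, whose median was 0.0099 after TMM. Their median therefore cannot decide on a bias of GC content or length. The 3p entry, of another sequence, had a log2 fold change of -2.81, which argues against reads moved between entries of the 5p sequence. The other 25 tested entries of the pigment cell list went both ways around a median of 0.47. They do not measure cell number, since the list also holds miRNAs known from other tissues, such as miR-194. The study reported lower mRNA of pigment genes such as MITF, TYR and PMEL in albino skin, which was not analysed here. Fewer pigment cells in albino skin therefore cannot be told apart from lower miR-204 within cells. As a hypothesis, the lower level may reflect either, and the difference between the fish themselves also stays open.

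In albino 1 the 5p reads of miR-204 were high against the 3p reads, with a ratio of 389 where the other 5 libraries had from 58.9 to 85.8. The ratio sets 5p entries placed at several loci against the 3p entry of scaffold52.1 alone, so it is not the arm balance of 1 precursor. Wild type reads or RNA in that library would bring 3p reads along. Its 62 reads of tni-mir-204a-p3 (exact Poisson 95% interval 47.5 to 79.5) were 18.1% of the 343 that the 5p reads would need at the wild type ratio. The shortfall argues against reads of a wild type library. On wild type RNA it cannot decide, because arm ratios of single miRNAs shifted widely in this library, as given below. A shift of the arm balance in the whole library is argued against by the 75 other miRNAs with at least 10 reads of both arms, whose median log2 shift was -0.20 against 2.52 for miR-204. The shifts of single miRNAs were wide (SD 1.69), and 4 of the 75 were at or above that of miR-204, so its shift may be one of many in this library. No biological explanation was tested.

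With all 6 libraries, there are 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 0 calls and the highest of the other splits 0, so 10 of 10 splits gave as many. At the thresholds of the study the real split gave 31 entries and the highest of the others 49, and 5 of 10 splits gave as many.

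Of the 169 candidate new sequences, 39 lay within 4 edits of a sequence named after a miRBase miRNA, and 23 of these were tested. At the thresholds of the study, with TMM scaling and the p of edgeR in place of that of the study, the count of entries here was 87, with 41 higher and 46 lower. Each of these is higher than the value quoted from the study above, but the sets of entries differ. Here 431 entries of the deposited table were tested, whereas the study applied a t test to the miRNAs that it identified in the 4 libraries. With table totals 9 were higher and 108 lower, and with clean read totals 10 and 107. Of these, the counts of higher entries are lower than the matching value quoted from the study above, and the counts of lower entries are higher than theirs.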
